# Cancer Testis Antigen Promotes Triple Negative Breast Cancer Metastasis and is Traceable in the Circulating Extracellular Vesicles

**DOI:** 10.1038/s41598-019-48064-w

**Published:** 2019-08-12

**Authors:** Anbarasu Kannan, Julie V. Philley, Kate L. Hertweck, Harrison Ndetan, Karan P. Singh, Subramanium Sivakumar, Robert B. Wells, Ratna K. Vadlamudi, Santanu Dasgupta

**Keywords:** Breast cancer, Molecular biology

## Abstract

Triple negative breast cancer (TNBC) has poor survival, exhibits rapid metastases, lacks targeted therapies and reliable prognostic markers. Here, we examined metastasis promoting role of cancer testis antigen *SPANXB1* in TNBC and its utility as a therapeutic target and prognostic biomarker. Expression pattern of *SPANXB1* was determined using matched primary cancer, lymph node metastatic tissues and circulating small extracellular vesicles (sEVs). cDNA microarray analysis of TNBC cells stably integrated with a metastasis suppressor *SH3GL2* identified SPANXB1 as a potential target gene. TNBC cells overexpressing SH3GL2 exhibited decreased levels of both *SPANXB1* mRNA and protein. Silencing of *SPANXB1* reduced migration, invasion and reactive oxygen species production of TNBC cells. S*PANXB1* depletion augmented *SH3GL2* expression and decreased RAC-1, FAK, A-Actinin and Vinculin expression. Phenotypic and molecular changes were reversed upon *SPANXB1* re-expression. *SPANXB1* overexpressing breast cancer cells with an enhanced *SPANXB1:SH3GL2* ratio achieved pulmonary metastasis within 5 weeks, whereas controls cells failed to do so. Altered expression of *SPANXB1* was detected in the sEVs of *SPANXB1* transduced cells. Exclusive expression of SPANXB1 was traceable in circulating sEVs, which was associated with TNBC progression. SPANXB1 represents a novel and ideal therapeutic target for blocking TNBC metastases due to its unique expression pattern and may function as an EV based prognostic marker to improve TNBC survival. Uniquely restricted expression of SPANXB1 in TNBCs, makes it an ideal candidate for targeted therapeutics and prognostication.

## Introduction

A significant number (10–20%) of breast cancers (BCa) do not express *ER, PR, HER2*, and are commonly referred to as triple negative breast cancer (TNBC)^1–4^. TNBCs are highly aggressive, exhibit metastases, lack targeted therapies, commonly occur in young women, more prevalent in African American and Hispanic women, and have a poor prognosis^1–10^. TNBCs are not responsive to approved drugs targeting ER/PR/Her2, however, few new drugs are being tested in clinical trials^10^. While chemotherapy and PARP inhibitors have clinical activity against TNBC in some women, they are not effective in the vast majority (>70%) of TNBC patients and only provide limited benefit on the patient survival^2,6,8,11–13^. Further, with lack of reliable biomarkers, prognostication of TNBC is challenging.

The genetic alterations behind TNBC development and progression are poorly understood^1–12^. Recent deep sequencing and molecular profiling studies identified considerable histological and molecular heterogeneity among TNBCs^14^ implicating involvement of multiple pathways driving cell migration, invasion and metastasis. In this cascade, the extracellular vesicles (EVs) play important role in promoting malignant transformation and metastasis and may serve as attractive tool for biomarker and therapeutic development^15–22^.

In the present study, we identified that cancer testis antigen (CTA) *SPANXB1* is a down stream target of metastases suppressor SH3GL2 (a.k.a. Endophilin A1). Depletion of SPANXB1 in TNBC models markedly reduced migration, invasion and reactive oxygen species production. Mechanistic studies revealed that *SPANXB1* modulate expression and functions of several proteins involved in metastases including RAC-1, FAK, A-Actinin and Vinculin. The TNBC cells with high SPANXB1 expression exhibited spontaneous pulmonary and liver metastasis by 5 weeks, whereas the SPANXB1 depleted cells with an increased SH3GL2:SPANXB1 expression ratio failed to achieve considerable pulmonary and liver metastasis. High SPANXB1 expression was detected in matched primary/metastatic tissues from TNBC patients and exclusively in their circulating sEVs. SPANXB1 expression was associated with TNBC progression.

## Results

### Cancer testis antigen SPANXB1 is a target of SH3GL2

SH3GL2 (a.k.a. Endophilin A1), located to human chromosome 9p22, that function as a potential tumor suppressor in human cancer^23–26^. We recently identified a metastasis suppressor role of SH3GL2 in BCa cells including TNBCs^27^. To identify the downstream targets of SH3GL2, we stably overexpressed SH3GL2 in SUM-159 cells (Fig. 1A). Overexpression of SH3GL2 markedly reduced invasion (p = 0.001) and lamelopodia like protrusion formation in 3D culture of the SUM-159 cells (Fig. 1A–C). To assess metastatic capability of the SH3GL2 overexpressing SUM-159 cells *in vivo*, we performed tail vein experimental metastasis assay. The SH3GL2 overexpressing SUM-159 cells failed to achieve pulmonary metastasis by 5 weeks, whereas the model cells expressing empty vector cells achieved extensive pulmonary metastasis (Fig. 1D). A cDNA microarray analysis of the SH3GL2 overexpressing SUM-159 cells identified decreased mRNA expression of a family of cancer testis antigens (CTAs) (Fig. 1E). Among these CTAs, notably SPANXB1a exhibited a 12.1 fold decreased mRNA expression (Fig. 1E, Table S1). 

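SUM-159, a triple-negative breast cancer cell line, was stably transfected with empty vector or SH3GL2, and RNA was hybridized to Affymetrix U133A 2.0 arrays, 3 per group. Neither the paper's text nor the sample labels say whether the triplicates were separate cultures. The deposited values are on a log2 scale, as the authors prepared them. The paper names GCOS software for scanning and analysis, and the submitters' notes name MAS5 without a version or a scaling target. The values ran from 2.82 to 15.31, with lower quartiles of 5.11 to 5.22 and upper quartiles of 8.89 to 8.96 over the 6 arrays. Whether and how the arrays were scaled to each other before deposit is not known. Pearson correlations across probe sets, which are not independent replicates, were 0.9971 to 0.9982 within a group and 0.9947 to 0.9965 between groups. Of 22277 probe sets, 62 controls were left out, and the other 22215 were compared between the groups by the moderated test of limma with Benjamini-Hochberg adjustment. A set of 80 probe sets for genes of other organs gave a reference for the signal expected without a transcript, with a median of 4.82 and a 95th percentile of 6.92. SH3GL2 itself, the transfected gene, was examined first as a check of the labels. Its only probe set had a log2 signal of 3.22 ± 0.04 (SD, n = 3) with empty vector and 3.26 ± 0.09 (SD, n = 3) with SH3GL2, a log2 fold change of 0.03 (standard error 0.09, adjusted p = 0.909 from limma). Both means lay below the reference median, so the probe set gave no signal above the reference in either group and could not check the labels. The number of arrays limits the precision of every value.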

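Cancer testis antigens are proteins normally restricted mainly to germ cells and made again in many tumors. In the SH3GL2-transfected cells the SPANX probe sets and some MAGE probe sets were lower, and most GAGE probe sets were higher. All 3 SPANX probe sets fell, as did 4 of 19 MAGE probe sets (the other 15 did not pass limma), whereas 4 of 5 GAGE probe sets rose. Of the 19 MAGE probe sets, 6 had a group mean above the 95th percentile of the reference probe sets. Most of the 15 that did not pass lay below it and say little about a decrease. Of the 120 antigen probe sets, 4 were at least 2-fold higher and 5 at least 2-fold lower, and these counts were the same under quantile normalization and with each array centred on its median. Among the MAGE genes, MAGEA11 fell from a log2 signal of 5.83 ± 0.15 to 4.05 ± 0.03 (SD, n = 3 arrays per group), a log2 fold change of -1.78 (standard error 0.10, adjusted p = 4.12e-07 from limma). Neither mean of MAGEA11 exceeded the 95th percentile of the reference probe sets, and its fold of 3.44 was 2.24 with 16 added before the logarithm and 2.03 with signals floored at the reference median. MAGEC2 fell from 8.23 ± 0.23 to 6.83 ± 0.20, a log2 fold change of -1.40 (adjusted p = 2.96e-05). Its SH3GL2 mean lay below the 95th percentile of the reference probe sets. The other probe set of MAGEC2 had 0.13 and did not pass the test (adjusted p = 0.725). The decreases of MAGEC1 (log2 fold change -0.49, adjusted p = 0.0254) and MAGEB2 (-0.34, adjusted p = 0.0477) were smaller, at means of 5.91 and 5.42 and of 4.43 and 4.09, which are below the 95th percentile of the reference probe sets and, for MAGEB2, below their median. With signals floored at that median neither passed (adjusted p = 0.148 for MAGEC1, and no change left for MAGEB2). Both means of MAGEC1 lay above that floor. MAGEC1 lost its call without empty vector replicate 2 (adjusted p = 0.103) and without each SH3GL2 array (adjusted p = 0.0555 to 0.0913), and MAGEB2 lost it without each of the 6 arrays (adjusted p = 0.0678 to 0.143) and with a replicate block (adjusted p = 0.0643).

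The GAGE probe set with the largest change rose from 5.99 ± 0.21 to 8.28 ± 0.11 (SD, n = 3 arrays per group), a log2 fold change of 2.29 (standard error 0.11), and a further one rose from 6.38 ± 0.16 to 8.64 ± 0.09, a log2 fold change of 2.25. The log2 fold changes of the other two were 1.90 and 1.77. With empty vector all 4 lay below the 95th percentile of the reference probe sets, at means of 5.99 to 6.75, and with SH3GL2 all lay above it. Adjusted p ranged from 3.21e-08 to 1.70e-07 over these probe sets in limma. Each of them is shared by several GAGE genes, so they are not independent. The remaining GAGE probe set, the one for GAGE1 alone, had a log2 fold change of -0.10 (adjusted p = 0.726). Its means of 3.94 with empty vector and 3.85 with SH3GL2 lay below the reference median. It gave no signal from which a change of GAGE1 could be read. None of 22 probe sets of the SSX, CTAG, PAGE and XAGE families passed limma (1 at an unadjusted p under 0.05, 0 in a one-way analysis of variance of each probe set). A group mean above the 95th percentile of the reference probe sets was seen at 0 of 14 SSX and 0 of 5 CTAG probe sets. For PAGE and XAGE together it was seen at 1 of 3. The probe sets below that level say little about a decrease.

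Fig. 1E also lists PLAC8, which fell from 8.86 ± 0.05 to 6.79 ± 0.22 (log2 fold change -2.07, adjusted p = 1.28e-07 from limma). FBXL7, an F-box protein listed there, fell from 8.17 ± 0.15 to 6.48 ± 0.10 (-1.69, adjusted p = 4.88e-07). The SH3GL2 means of both lay below the 95th percentile of the reference probe sets. The 4 genes of Fig. 1E with a probe set of their own were lower here, as were the shared SPANX probe sets, and the folds printed there match these values after rounding. The study chose these genes on the same arrays, so their count is not independent evidence. Of 77 cancer testis antigen genes with a probe set of their own, 5 were lower and 1 was higher, and the same counts passed when adjusted over the list alone. As a set they did not pass the test against other genes (camera, adjusted p = 0.349), nor did the 75 left without the genes of Fig. 1E, of which 3 were lower and 1 was higher (adjusted p = 0.742). Of the 31 on chromosome X, 5 were lower and none was higher in limma (0 at an unadjusted p under 0.05, 0 in the analysis of variance), with 5 lower adjusted over the list alone. Their camera call downward (adjusted p = 0.00221) was lost with an estimated correlation (adjusted p = 0.388 with an estimated correlation) and with the floor (adjusted p = 0.107). In both lists the count of 5 was 3 without empty vector replicate 2, without any 1 of the SH3GL2 arrays and with signals floored at the reference median, and 2 in the analysis of variance. The 3 lower of the 75 were 1 without the same arrays and with the floor, and 0 in the analysis of variance. The gene that was higher, SPAG1, had means of 5.85 and 6.35, below the 95th percentile of the reference probe sets. It lost its call without each array but empty vector replicate 3 (adjusted p = 0.0760 to 0.0975), with the floor and in the analysis of variance. Both of its means lay above the floor. KDM5B did not pass limma on the probe set used for the list (log2 fold change 0.23, adjusted p = 0.115). On another of its probe sets it was higher (0.32, adjusted p = 0.0282). The 4 shared GAGE probe sets carry several gene symbols and stand outside these lists. The probe set of GAGE1 alone is among the 77 and the 75. Of the 77 genes, 18 had a group mean above the 95th percentile of the reference probe sets. Of the 31 on chromosome X, 5 had one. Genes below that level that did not pass say little about a decrease.

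**Figure D1:**
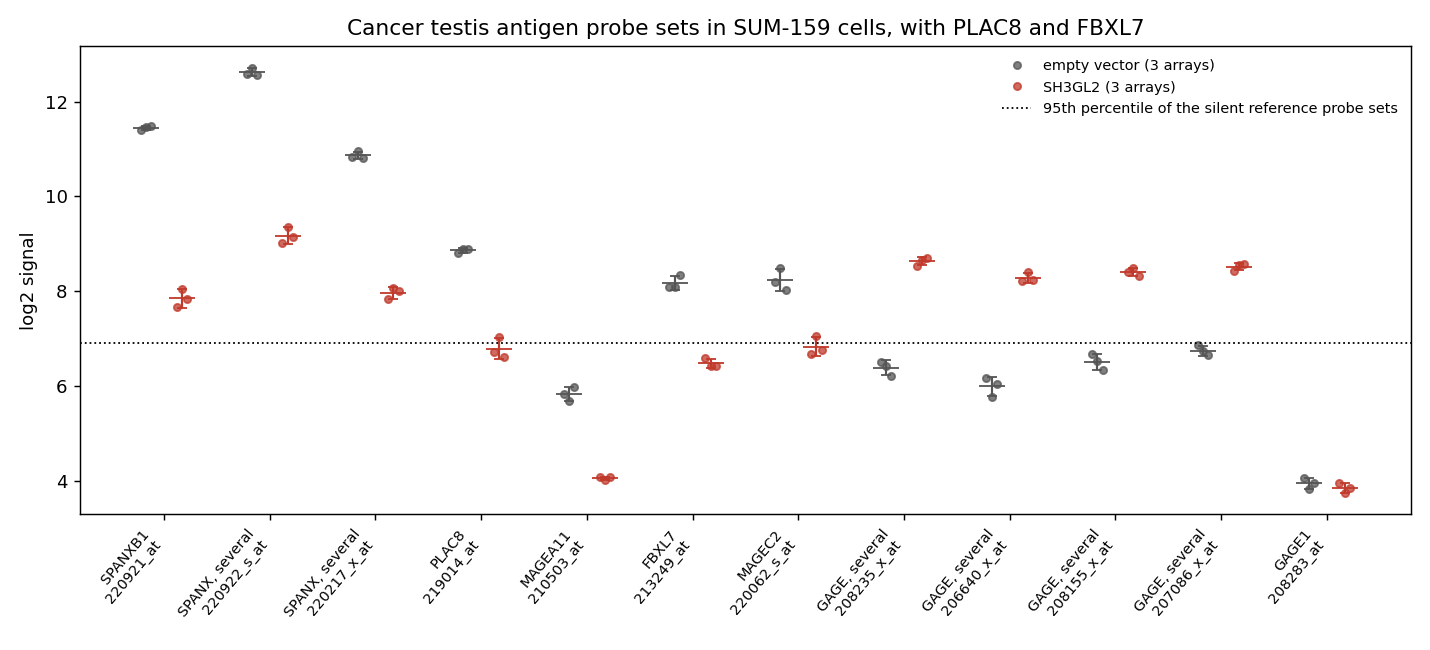
Log2 signal of 12 probe sets in SUM-159 cells transfected with empty vector or SH3GL2, with 1 point per array, bars for mean and SD (n = 3) and a dotted line at the 95th percentile of the reference probe sets. The SPANX signals lie lower in all 3 SH3GL2 arrays and the 4 shared GAGE signals lie higher.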

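SPANXB1, a member of the SPANX family of sperm proteins, had the largest decrease of all 22215 probe sets tested. Its own probe set fell from a log2 signal of 11.45 ± 0.04 to 7.85 ± 0.20 (SD, n = 3 arrays per group), a 12.1-fold decrease to 8.27% of the empty vector signal. The log2 fold change was -3.60 (standard error 0.09, adjusted p = 9.41e-11 from limma). Every SH3GL2 array lay below every empty vector array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The array's annotation assigns this probe set to SPANXB1 alone, whereas the other SPANX probe sets are each shared by several genes. The probe set shared by SPANXA1, SPANXA2, SPANXB1 and SPANXC fell from 12.63 ± 0.08 to 9.17 ± 0.17, a log2 fold change of -3.45 (standard error 0.08). The one shared by SPANXA1, SPANXA2 and SPANXC fell from 10.87 ± 0.08 to 7.97 ± 0.12, a log2 fold change of -2.90 (adjusted p = 1.96e-10). The folds that Fig. 1E gives for SPANXA1 and SPANXC match these shared probe sets, which cannot separate the genes. These 3 SPANX probe sets were the 3 largest decreases on the array.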

To determine whether augmented SH3GL2 expression diminishes SPANXB1 expression at the protein level, we stably overexpressed SH3GL2 in additional TNBC models (Fig. 1F). These studies also confirmed a decreased expression of SPANXB1 protein in the TNBC cells stably overexpressing SH3GL2 (Fig. 1F). Collectively, these studies suggest SPANXB1 is a downstream target of SH3GL2 mediated inhibition of metastatic progression *in vitro and in vivo*.

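Beside SPANXB1, many genes of the mesenchymal state were lower in the SH3GL2-transfected cells. Of 39 mesenchymal genes measured, 18 fell, 1 rose and 20 did not pass limma (22 lower and 1 higher adjusted over the list alone). COL6A3, a chain of collagen VI, fell from 11.06 ± 0.05 to 9.87 ± 0.04 (SD, n = 3 arrays per group), a log2 fold change of -1.19 (standard error 0.06, adjusted p = 9.71e-08 from limma). S100A4, a calcium-binding protein linked to metastasis, had a log2 fold change of -0.97 (adjusted p = 5.95e-06), the collagen gene COL5A1 -0.95 (adjusted p = 2.22e-05) and the receptor tyrosine kinase AXL -0.49 on 1 of 2 probe sets (adjusted p = 1.10e-04). TWIST1 and ZEB1, transcription factors that drive epithelial-mesenchymal transition, had -0.67 (adjusted p = 5.27e-04) and -0.62 (adjusted p = 0.00188), and were singled out after their values were seen. The gene that rose was DCN, encoding decorin, by 0.27 (adjusted p = 0.0284, higher on 2 of 4 probe sets). As a set the mesenchymal genes were lower than other genes (camera, adjusted p = 5.31e-16), a call lost with an estimated correlation (adjusted p = 0.0616 with an estimated correlation). The count of 18 was 7 with signals floored at the reference median and 3 in the analysis of variance, and DCN lost its call without each of the 6 arrays, with each array centred on its median and without an intensity trend.

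Genes of adhesion and the actin cytoskeleton went both ways, with 3 of 57 higher and 3 lower (4 higher and 6 lower adjusted over the list alone), and did not pass as a set (camera, adjusted p = 0.467). The integrin genes ITGA2 and ITGA6 and the kinase gene LIMK2 rose, with log2 fold changes of 0.69, 0.48 and 0.44, the last on 1 of 3 probe sets. TAGLN (-0.69), TPM1 (-0.24, lower on 3 of 4 probe sets) and ITGB1 (-0.25 on 1 of 5 probe sets) fell, of which TPM1 and ITGB1 are named after their values were seen. The 3 lower genes were 1 without empty vector replicate 2, empty vector replicate 3 or SH3GL2 replicate 3 and without an intensity trend. With the floor 2 were higher and 0 lower, and in the analysis of variance none passed. Of 36 genes of invasion-related proteases and their inhibitors, PLAT, encoding tissue plasminogen activator, rose by 0.68 (adjusted p = 6.58e-05), and ADAMTS1 (-0.33) and ADAM9 (-0.37) fell (1 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.742). ADAMTS1 lost its call without each of the 6 arrays (adjusted p = 0.0790 to 0.111) and ADAM9 without each but SH3GL2 replicate 1 (adjusted p = 0.0679 to 0.192). Both lost it with the floor, ADAM9 also without an intensity trend, and none of the 3 genes passed in the analysis of variance. The paper proposes, from the decrease of SPANXB1 mRNA on these arrays, the lower SPANXB1 protein in further TNBC lines (Fig. 1F) and the reduced invasion and lung metastasis of the SH3GL2 cells, that SPANXB1 is a downstream target through which SH3GL2 inhibits metastatic progression.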

**Figure 1:**
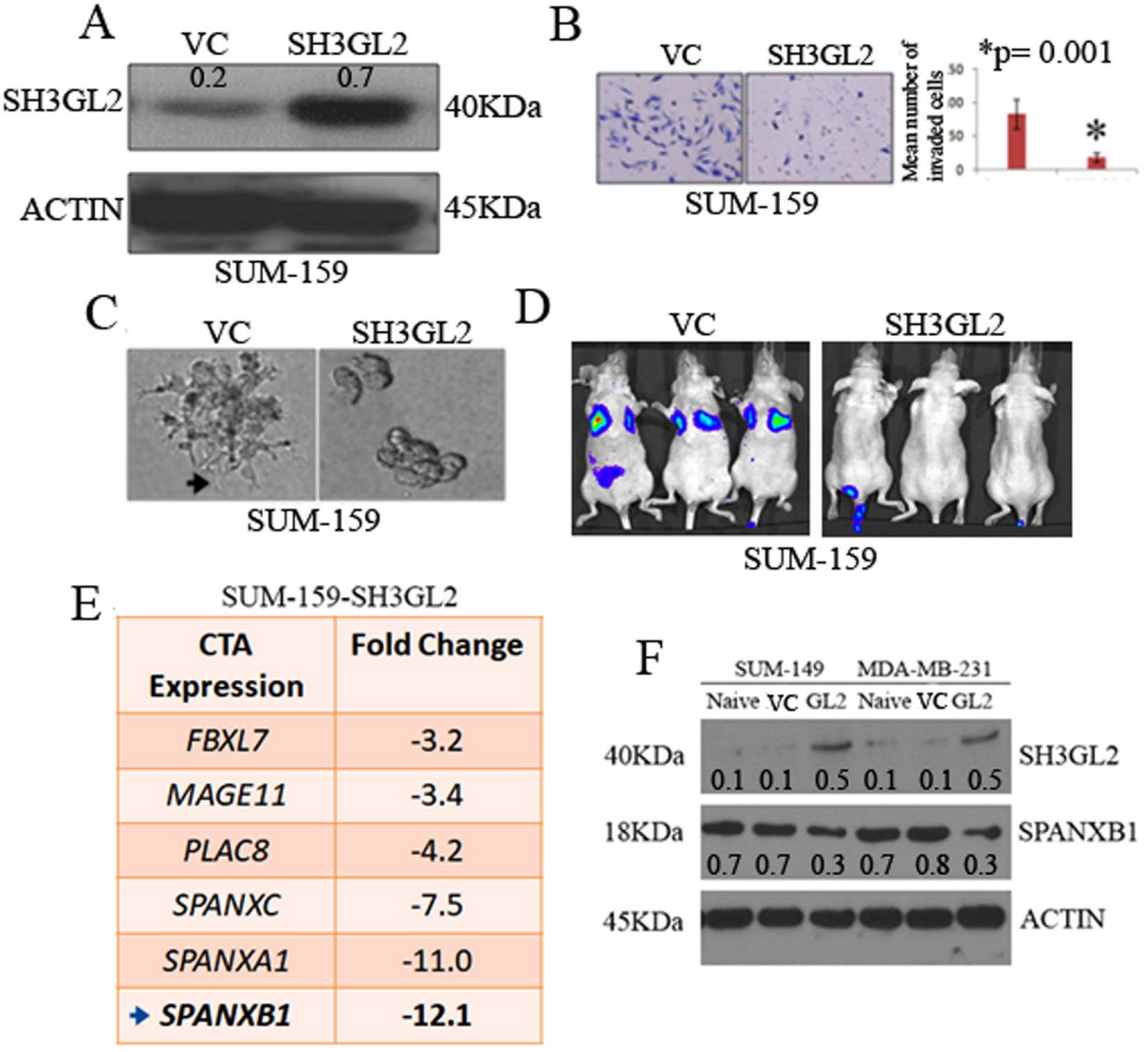
Introduction of SH3GL2 inhibited tumorigenic progression of BCa cells *in vitro and in vivo* and decreased SPANXB1 expression. SH3GL2 overexpression in SUM-159 cells (**A**) reduced invasion (**B**), filopodium like protrusion formation (**C**) and pulmonary metastasis (arrows) *in vivo* (**D**). (**E**) Microarray analysis of SH3GL2-overexpressing SUM-159 cells exhibited 12.1 fold decrease of SPANXB1 mRNA expression (arrow). (**F**) SH3GL2 overexpression reduced SPANXB1 expression in TNBC cells. VC: Empty vector control; SH3GL2: SH3GL2 transduced (**A**–**D**). VC: Empty vector control; GL2: SH3GL2 transduced (**F**). Magnification × 200 (**B**,**C**). In Western blotting, all experimental and control antibodies were run in parallel for the same immunoblot. The Image J software (https://imagej.nih.gov/ij/) was used for Western blot quantification.

### SPANXB1 depletion prevents TNBC progression through augmented SH3GL2 expression

To understand SPANXB1 function in promoting tumorigenic progression, we stably knocked down (KD) *SPANXB1* in two TNBC models using lentiviral transduction system (SPANXB1 SiRNA pool # iV023476), (Fig. 2A). Naïve and control Si-RNA (#LVP015-G) treated cells were used as controls. Pooled clones were selected using puromycin selection. Appreciable depletion of SPANXB1 protein (Fig. 2A) and mRNA was observed (Fig. S1) in TNBC cells transduced with SPANXB1-trageted SiRNAs. Phenotypically, depletion of SPANXB1 markedly reduced migration, invasion (p = 0.001–0.004) and reactive oxygen species (ROS) production (p = 0.01–0.003) of the TNBC cells compared to controls (Fig. 2B–D). The reduction in tumorigenic phenotypes was accompanied by markedly reduced expression of RAC-1, alpha-Actinin, Vinculin and FAK, key promoters of epithelial cell migration, invasion and loss of cell polarity^11,28–35^. An appreciable decrease in RAC1 phosphorylation was also observed in the *SPANXB1* depleted MDA-MBA-231 cells in a time dependent manner (Fig. S2). Notably, in these cells, a concomitant increase in the expression of SH3GL2 was also observed (Fig. 2A). Further, a mesenchymal to epithelial transition phenotype of the *SPANXB1* deficient cells (Fig. 2E) accompanied by an increased expression of the epithelial markers- CDH1 and ZO-1 and decreased expression of CDH1 repressors Snail and Slug in TNBC lines (Fig. 2F).

**Figure 2:**
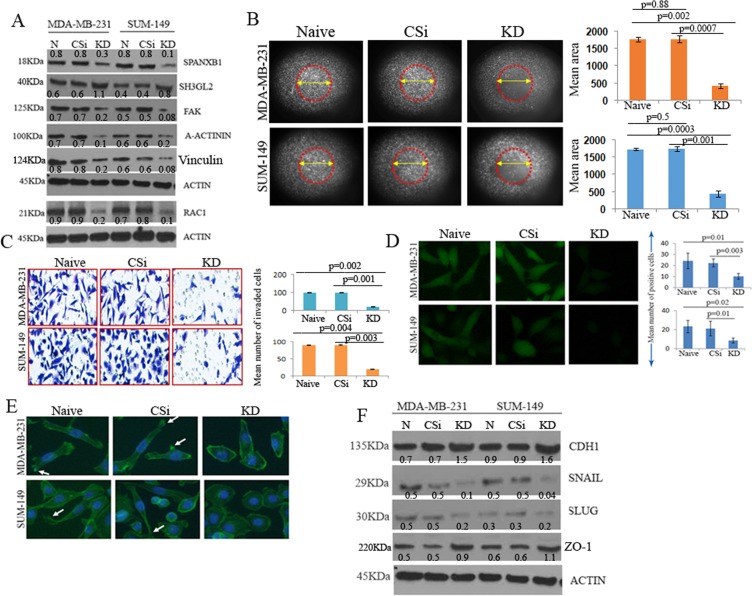
Depletion of SPANXB1 promoted progression of TNBC cells *in vitro*. Silencing of SPANXB1 (**A**) reduced migration ((**B**) low distribution of migrated cells in encircled area), invasion (**C**) and ROS production (**D**) by TNBC cells accompanied by enhanced expression of SH3GL2 and decreased expression of FAK, A-Actinin, Vinculin and RAC-1 (**A**). Mesenchymal to epithelial transition of SPANXB1 depleted TNBC cells ((**E**) arrows) accompanied by augmented expression of CDH1 and ZO-1 and decreased expression of Snail and Slug in TNBC lines (**F**). CSi: Control SiRNA; KD: SPANXB1-SiRNA treated. Actin was used as a loading control (**A**,**F**). Magnification X 200 (**B**–**E**). In Western blotting, all experimental and control antibodies were run in parallel for the same immunoblot. The Image J software (https://imagej.nih.gov/ij/) was used for Western blot quantification and area measurement in the migration assays.

### SPANXB1 promotes cell migration/invasion of breast epithelial cells and is detectable in the secreted sEVs

To determine the oncogenic potential of SPANXB1, we stably introduced wild type SPANXB1 in non-tumorigenic HMLE and tumorigenic non-metastatic MCF-7 cells (Fig. 3A). Appreciable increase in SPANXB1 mRNA was also observed in these cells following SPANXB1 overexpression (Fig. S3A). Forced overexpression of *SPANXB1* in these cells increased RAC1, Vinculin, FAK and alpha-actinin expression (Fig. 3A), accompanied by enhanced migration (Fig. 3B), invasion (Fig. 3C, p = 0.02–0.003) and ROS production (Fig. 3D, p = 0.01–0.002) compared to the control cells (Fig. 3B–E**)**.

**Figure 3:**
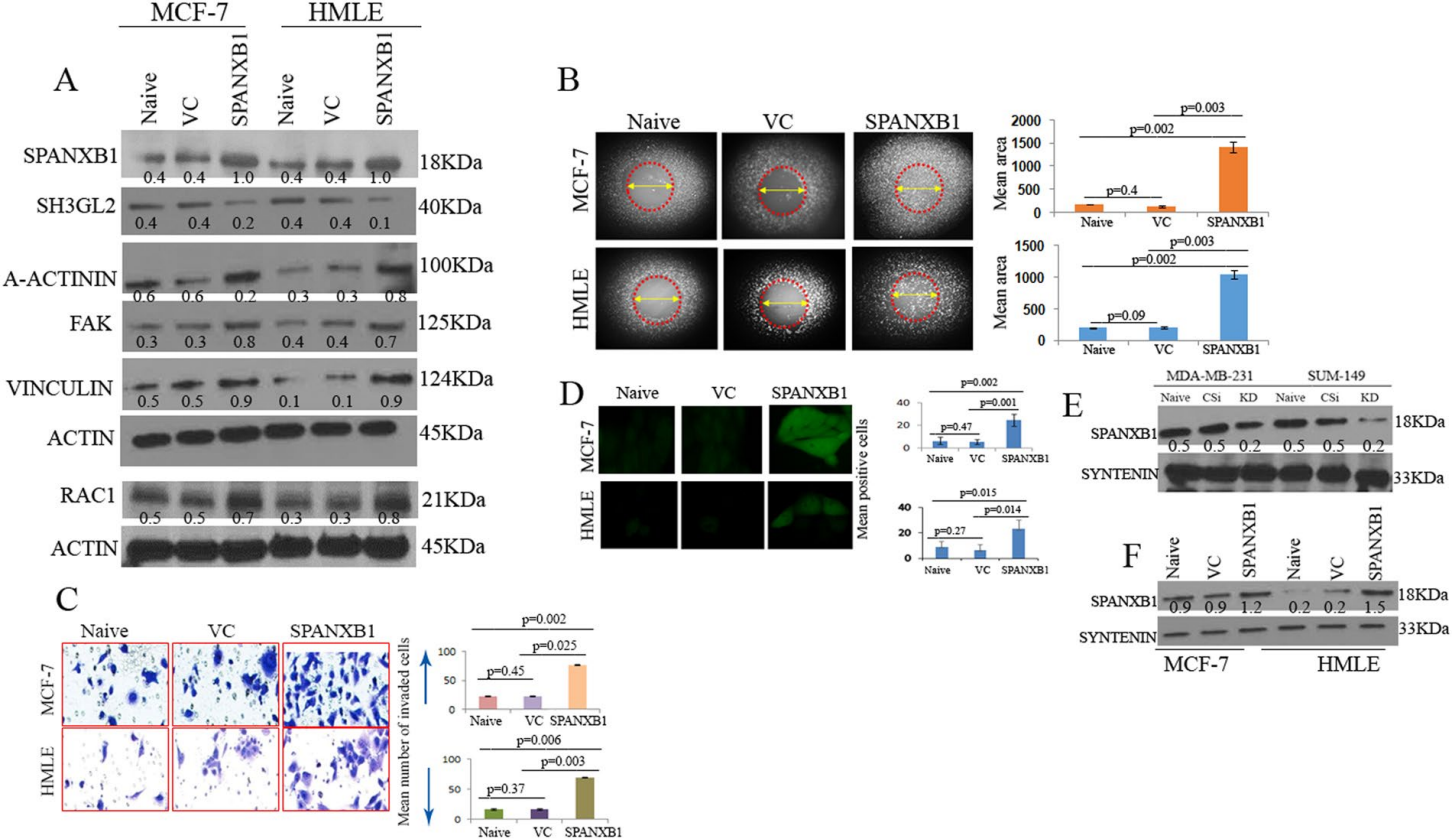
Rescued SPANXB1 expression facilitated tumorigenic progression of non-tumorigenic and tumorigenic mammary epithelial cell. Introduction of SPANXB1 (**A**) enhanced migration ((**B**) high distribution of migrated cells in encircled area), invasion (**C**) and ROS production (**D**) of the mammary epithelial cells accompanied by diminished expression of SH3GL2 and enhanced expression of A-Actinin, FAK, Vinculin and RAC-1 (**A**). (**E**) Reduced or augmented (**F**) expression of SPANXB1 in the secreted EVs from the transduced breast epithelial cell culture. Syntenin was used as an internal EV marker (**E**–**F**). Actin was used as a loading control (**A**). VC: Empty vector control; SPANXB1: SPANXB1 transduced. CSi: scramble SiRNA treated; KD: SPANXB1 targeted SiRNA treated. Magnification X 200 (**C**–**E**). In Western blotting, all experimental and control antibodies were run in parallel for the same immunoblot. The Image J software (https://imagej.nih.gov/ij/) was used for Western blot quantification and area measurement in the migration assays.

We recently reported presence of cytoplasmic and mitochondrial proteins in circulating and cell secreted EVs^27,36^. To determine the expression level of SPANXB1 in the EVs, we performed Western blotting utilizing proteins isolated from the culture supernatant derived sEVs of the transduced mammary epithelial cells. Similar to SPANXB1 depleted cells, a decreased expression of SPANXB1 was detected in the cell secreted sEVs (Fig. 3E). On the other hand, following SPANXB1 overexpression, an enhanced expression of SPANXB1 was evident in the sEVs of SPANXB1-overexpressing cells (Fig. 3F). Thus, SPANXB1 appears to be a potential promoter of mammary epithelial cell migration/invasion and transported through the sEVs.

### Cross-regulation of SPANXB1 and SH3GL2 occur in breast cancer cells

We observed an augmented SH3GL2 expression in SPANXB1 depleted BCa cells (Fig. 2A), which was reversed following SPANXB1 introduction in the non-tumorigenic and tumorigenic mammary epithelial cells (Fig. 3A). To further confirm these findings and ascertain a possible physical association between SPANXB1 and SH3GL2, we transiently knocked down SH3GL2 expression using SH3GL2 targeted SiRNAs in SPANXB1-depleted BCa cells exhibiting augmented SH3GL2 expression (Fig. 4A). The KD of SH3GL2 rescued SPANXB1 expression in these cells at protein (Fig. 4A)and mRNA level (Fig. S3B). On the other hand, overexpression of SH3GL2 in the SPANXB1 overexpressing HMLE cells diminished SPANXB1 expression (Fig. 4B).

**Figure 4:**
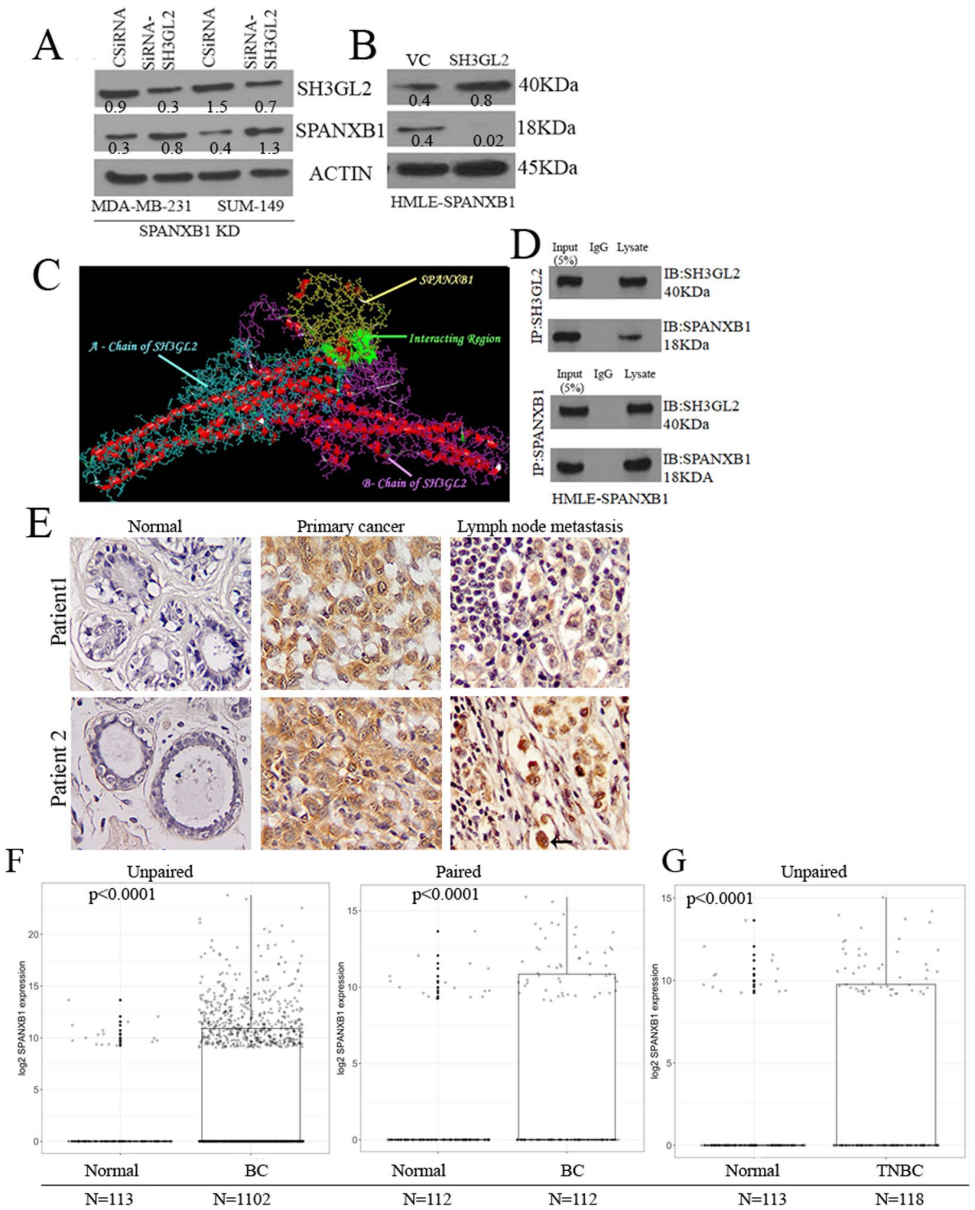
SH3GL2 mediates rescue or abrogation of SPANXB1 expression and are physically associated with SPANXB1. (**A**) Silencing or overexpression of SH3GL2 (**B**) rescue or diminishes SPANXB1 expression in SPANXB1-KD or overexpressing cells respectively. (**C**) Bioinformatics analysis predicted possible interaction sites (green areas) between SPANXB1 and SH3GL2. (**D**) Co-IP analysis pulled down SPANXB1 with SH3GL2 or vice versa in SPANXB1 overexpressing HMLE cells. (**E**) High nuclear (black arrow) and cytoplasmic (red arrow) expression of SPANXB1 in primary cancer and matched lymph node metastatic tissues compared to normal controls (p = 0.0002–0.0001). Magnification x 200. (**F**,**G**) High SPANXB1 mRNA expression in overall BCa (p < 0.0001, (**F**)) and TNBC tissues (p < 0.0001, (**G**)) compared to normal in TCGA datasets, with distribution of data points plotted on top of box plots. Actin was used as a loading control. CSiRNA: Control SIRNA; SiRNA-SH3GL2: SH3GL2 targeted SiRNA pool. EV: Empty vector treated; SH3GL2: SH3GL2 transduced. In Western blotting, all experimental and control antibodies were run in parallel for the same immunoblot. The Image J software (https://imagej.nih.gov/ij/) was used for Western blot quantification.

In support to the above findings, our bioinformatics analyses predicted potential interaction between SH3GL2 and SPANXB1at various sites (Fig. 4C). To determine a physical association between SH3GL2 and SPANXB1, we performed Co-IP analysis utilizing lysates from SPANXB1-overexpressing HMLE cells. We could pull down SH3GL2 with SPANXB1 or vice versa in these cells (Fig. 4D). Similarly, we could also pull down SH3GL2 with SPANXB1 or vice versa in naïve MDA-MB-231 cells (Fig. S4). Thus, there appears to be inverse functional correlation between SH3GL2 and SPANXB1 in these cells.

### SPANXB1 is abundantly expressed in human primary and metastatic TNBC tissues

A comprehensive analysis of SPANXB1 expression pattern in TNBC progression is unknown. To assess the expression pattern of SPANXB1 in primary and metastatic TNBCs, we performed IHC analysis of paired normal/tumor and matched positive lymph node tissues (FFPE), from 15 TNBC subjects. We detected high nuclear as well as cytoplasmic *SPANXB1* expression (p = 0.0002–0.0001) in 73% (11/15) of the primary TNBC tissues and corresponding lymph node metastases compared to the matched normal tissues (Fig. 4E). Out of 11 high-TNBC expressing women, 3 were African American (AA) and 8 were Caucasian American (CA). SPANXB1 expression was negative in normal mammary epithelial tissues and surrounding stroma (Fig. S5).

To assess SPANXB1 mRNA expression pattern in overall BCa and TNBCs, we analyzed *SPANXB1* expression data (transcriptome) in BCa patients from the TCGA’s Breast Cancer project (TCGA-BRCA). We observed high *SPANXB1* expression in paired or unpaired analysis of overall BCa tissues (Fig. 4F–G, p < 0.0001). High *SPANXB1* expression was also evident in TNBCs compared to the normal tissues (Fig. 4G, p < 0.0001). 118 TNBC cases from the TCGA dataset further revealed an association (p = 0.004, Pearson’s correlation) between SH3GL2 and SPANXB1 co-expression, with linear regression suggesting an inverse correlation (Fig. S6A). Moreover, analysis of 115 out of these 118 cases revealed an association between increased SPANXB1 expression and progressive clinical stages (p = 0.02, Fig. S6B).

### SPANXB1 depletion reduces primary tumor growth and spontaneous metastasis of TNBC

The SPANXB1 depleted TNBC cells demonstrated a reduced cell migration and invasion capabilities *in vitro* with increased expression ratio of SH3GL2:SPANXB1, which was reversed following its overexpression in mammary epithelial cells (Figs 2 and 3). To examine their behavior *in vivo*, we assessed primary tumor growth and spontaneous metastasis pattern of *SPANXB1*-KD MDA-MBA-231 cells by implanting them orthotopically in the mammary fat pad of female NSG mice^27^. The *SPANXB1*-KD cells exhibited reduced (p = 0.0005–0.006) primary tumor growth at the mammary fat pad compared to the control groups (Fig. 5A). An increased expression ratio of SH3GL2:SPANXB1 was evident in the primary tumor tissues obtained from the *SPANXB1*-KD mice (Fig. 5B). A remarkable inhibition in lung metastasis of the *SPANXB1*-KD cells was observed compared to controls (Fig. 5C). The number of tumor nodules was significantly higher in the control groups compared to theSPANXB1-KD group (Fig. 5C, p = 0.002–0.004). On the other hand, no visible liver metastasis was evident in the mice implanted withSPANXB1-KD cells, whereas control cells achieved extensive metastases in the liver in 5 weeks **(**Fig. 5D). Thus, SPANXB1 loss with rescued SH3GL2 expression in SPANXB1-KD cells not only prevents primary tumor growth but also their progression to metastasis.

**Figure 5:**
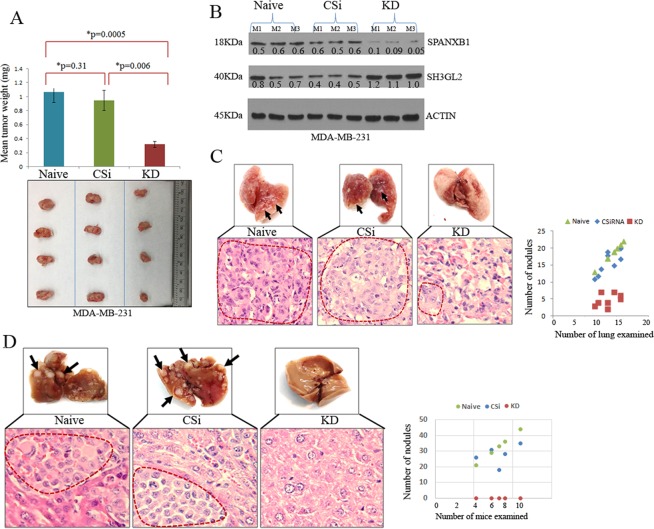
SPANXB1 depleted TNBC cells failed to achieve robust primary tumor growth and distant metastasis. (**A**) Markedly reduced (p = 0.0005–0.006) primary tumor growth of the SPANXB1-deficient MDA-MB-231 cells *in vivo* compared to the controls. (**B**) Low SPANXB1:SH3GL2 expression ratio in the SPANXB1-deficient primary TNBC tumors. (**C**) Reduced pulmonary metastasis of the SPANXB1-deficient TNBC cells compared to the controls. The number of metastatic lung nodules was lower in the SPANXB1-deficient mice group compared to the control groups. (**D**) Absence of visible or microscopic liver metastasis of the orthotopically implanted SPANXB1-deficient TNBC cells in the NSG mice. Control cells achieve extensive liver metastasis (arrows). CSi: Control SiRNA treated; KD: SPANXB1-SiRNA treated. Actin was used as a loading control (**B**). CSi: M: Mouse. CSi: Control SiRNA; KD: SPANXB1-SiRNA treated. Magnification X 200 (**C**). In Western blotting, all experimental and control antibodies were run in parallel for the same immunoblot. The Image J software (https://imagej.nih.gov/ij/) was used for Western blot quantification.

### Rescue of *SPANXB1* expression promotes primary tumor growth and spontaneous pulmonary metastasis of BCa cells

To further confirm metastasis promoting role of SPANXB1 *in vivo*, we utilized MCF-7 model system overexpressing SPANXB1. These cells exhibited increased migration and invasion *in vitro* (Fig. 3). Parental MCF-7 cells form slow growing tumors and occasionally achieve distant metastasis by 25–26 weeks in NSG mice^37^ and thus a suitable model system to study the role of SPANXB1 in promoting metastasis. We orthotopically implanted MCF-7 cells overexpressing SPANXB1 in the mammary fat pad as described above. The SPANXB1 overexpressing MCF-7 cells achieved higher primary tumor growth in 5 weeks compared to the controls (Fig. 6A). The SPANXB1-overexpressing primary tumor tissues exhibited a highSPANXB1:SH3GL2expression ratio as opposed to the SPANXB1 depleted TNBC cells (Fig. 6B). Remarkably, the SPANXB1 overexpressing MCF-7 cells achieved faster pulmonary metastasis in 5 weeks, whereas the control cells failed to achieve lung metastasis by that time point (Fig. 6C). A number of metastatic tumor foci were noted in the lung of the mice implanted with SPANXB1 overexpressing MCF-7 cells but no microscopic lesions were evident in the mice implanted with control MCF-7 cells (Fig. 6C). At this time point, however, no visible or microscopic metastases were evident in the liver of the control or treated group of mice.

**Figure 6:**
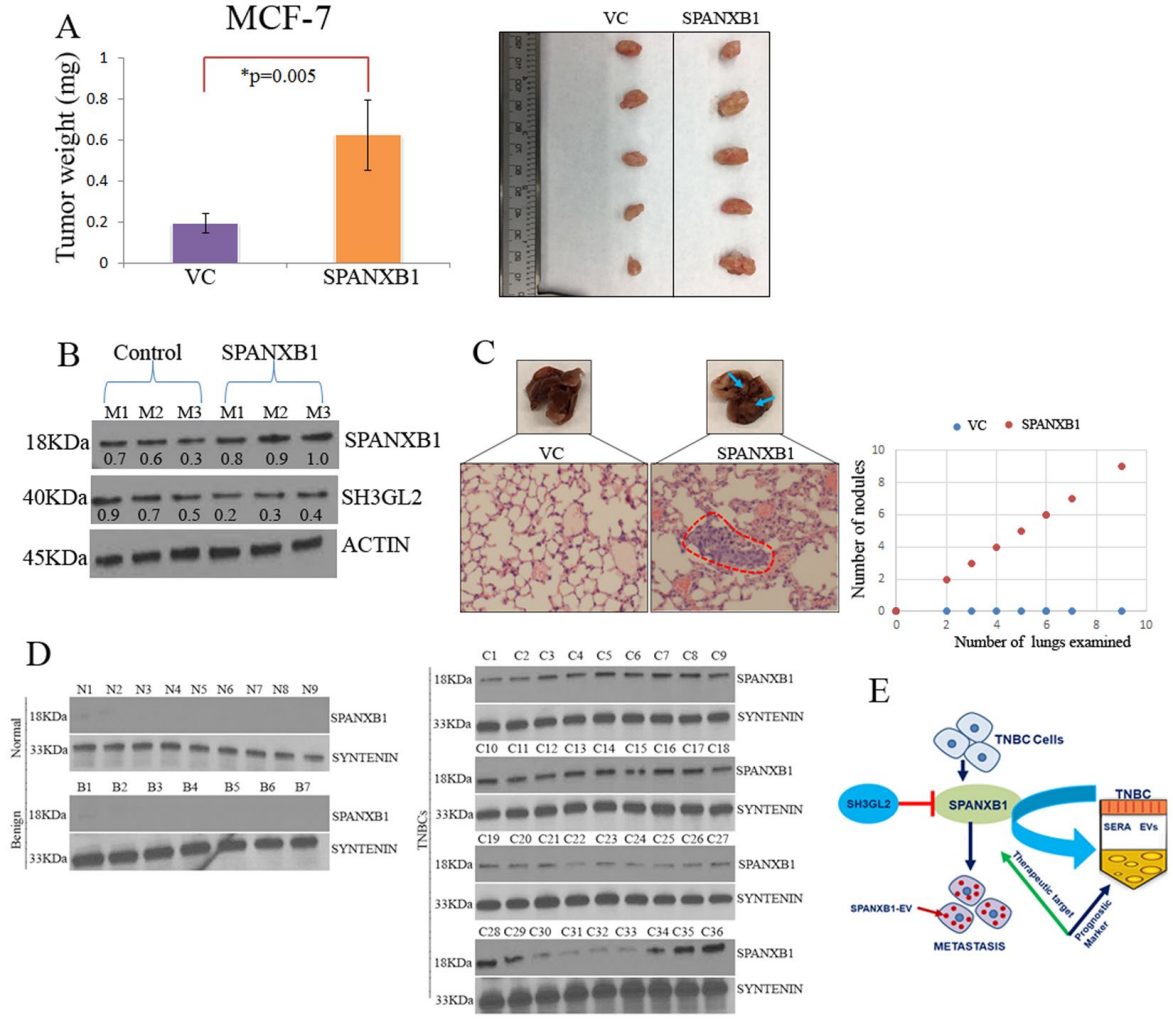
SPANXB1 overexpression facilitated rapid tumor growth and pulmonary metastasis and detectable in the circulating sEVs of TNBC patients. (**A**) Enhanced primary tumor growth of the orthotopically implanted SPANXB1-overexpressing MCF-7 cells accompanied by a high SPANXB1:SH3GL2 expression ratio (**B**). (**C**) Visible and microscopic pulmonary metastasis of the SPANXB1-overexpressing MCF-7 cells evident in 5 weeks compared to control. Actin was used as a loading control (**B**). VC: Empty vector transduced; SPANXB1: SPANXB1 transduced. M: Mouse. (**D**) SPANXB1 detection in the circulating sEVs of the TNBC patients (N = 36) only, which was absent in normal (N = 9) and benign (N = 7) subjects. Syntenin was used as an internal EV marker. N: Normal sera; B: Benign sera; C: Cancer sera. E, Schematic representation of SPANXB1 mediated promotion of TNBC metastasis, opposed by tumor suppressor SH3GL2 and its utility as a therapeutic target and extracellular vesicle (EV) based noninvasive marker for TNBC prognostication. In Western blotting, all experimental and control antibodies were run in parallel for the same immunoblot. The Image J software (https://imagej.nih.gov/ij/) was used for Western blot quantification.

### SPANXB1 expression was exclusive in the circulating sEVs of TNBC or ER positive BCa patients

Our preliminary studies identified increased or reduced *SPANXB1* expression in the sEVs secreted by the mammary epithelial cells overexpressing or depleted of SPANXB1 (Fig. 3E,F), confirming the presence of SPANXB1in the sEVs. We further evaluated *SPANXB1* expression in the circulating sEVs from TNBC patients (N = 36) by Western blotting. High to moderate expression of *SPANXB1* was detected in 72% (26/36) TNBC cases (Fig. 6D). A low expression was detected in 28% (10/36, C22-C27; C30-C33, Fig. 6D, Table S2) cases. Nine out of the thirty six women (25%) were AA and exhibited high SPANXB1 expression in the circulating small EVs. However, we did not detect *SPANXB1* expression in the circulating sEVs isolated from healthy women (N = 9) or women with benign breast disease (N = 7). High SPANXB1 expression was significantly associated with advanced clinical stages and histological grades (p < 0.001, Fisher’s exact test, Table S2). We also assessed SPANXB1 expression in sera sEVs obtained from 23 estrogen receptor positive BCa subjects. We detected high to moderate SPANXB1 expression in 61% (14/23) of these cases (Fig. S6D). A low expression was evident in the rest of the 9 cases. Thus, SPANXB1 protein is detectable in the circulating sEVs of TNBCs (N = 36)and may be associated with disease progression in these cases.

## Discussion

Metastatic TNBC is an aggressive disease with limited treatment options and difficult to monitor due to lack of suitable biomarkers^1–12^. Characterization of the key metastasis promoting pathways is critical for better therapeutic targeting and prognostication of TNBCs. We identified a CTA-SPANXB1 as an oncogenic promoter of TNBC progression to metastasis *in vitro* and *in vivo*. A recent study demonstrated an invasion promoting role of SPANX family members A, C and D in BCa cells, reflecting the importance of these CTAs in driving BCa metastasis^38^. However, the expression pattern and role of SPANXB1 in TNBC or BCa progression remains elusive. The CTA-SPANXB1 could be an attractive therapeutic target because of its restricted expression in sperm cells and thus “off-target” effect of targeting this CTA will be less likely, which is a major problem with current chemo- and radiation- therapies. Accordingly, in melanomas, CTAs have been exploited and tailored for therapeutic as well as biomarker development^39^.

The EVs are gaining much attention in this era of cancer research because of their pivotal role in human tumorigenesis and promise for therapeutic and biomarker development^15–22^. Recent studies showed that EV proteins and miRNAs can serve as potential biomarkers for BCa^40,41^. However, there is clear knowledge gap on the role of EVs enriched with specific factors in promoting TNBC metastasis, which can be exploited for the development of EV based noninvasive biomarkers to benefit TNBC prognostication. In this light, detection of the CTA-SPANXB1 exclusively in the sEVs of BCa subjects and its association with TNBC progression could be promising to develop EV biomarker for TNBC prognostication. In addition, CTA-SPANXB1 may also serve as an EV based marker for ER^+^ BCa. Similarly, results from TCGAanalyses in TNBCs further support the potential diagnostic and prognostic values of SPANXB1. A comprehensive analysis using a large cohort of samples from various stages would be the necessary next step. On the other hand, detection of altered expression of CTA-SPANXB1 in the secreted sEVs of the transduced TNBC cells suggest for its potential role in promoting metastasis through the circulating EVs.

Mechanistically, oncogenic CTA-SPANXB1 augmented TNBC migration and invasion possibly through RAC-1/FAK/A-Actinin, key promoters of epithelial cell migration and metastasis and ROS production^28–35^. ROS is a well-known promoter of cancer cell migration and invasion in association with RAC-1^42^. Thus, high ROS production could potentially be associated with metastatic progression in concert with SPANXB1 mediated signaling. We observed aberrant SPANXB1 expression at various cellular compartments in TNBCs, which may aid in cell motility and migration in concert with other oncogenic molecules including RAC1. To our knowledge, there are no studies to date examining SPANXB1 expression in various cellular compartments and the circulating sEVs in the context of its differential activities. However, divergent activities of SPANXB1 could be possible in the light of its expression in the nucleus, cytoplasm and sEVs as observed in the present study.

The SPANXB1 mediated action was inhibited by a candidate tumor suppressor SH3GL2^27^, as restoration of this TSG prevented SPANXB1 driven promotion of metastasis and vice versa. As demonstrated in this study, a physical association between SPANXB1 and SH3GL2 and the SPANXB1:SH3GL2 expression ratio appeared to be the critical determinant of the metastatic fate of the TNBC cells. SH3GL2 also appeared to control SPANXB1 expression at transcriptional level and might possibly act as a blockade for SPANXB1 transactivation. In this regard, identification and characterizing the TSGs that opposes specific oncogenes’ function is of paramount importance for therapeutics development as restoration of their normal expression and function can suppress cancer growth and progression. TP53 is the most frequently altered TSG in BCa and various solid cancers and clinical trials are ongoing using small molecules that can reactivate normal p53 function^43^. As SH3GL2 loss appear to be associated with progression of various cancer types^23–27^, restoration of its normal function may prevent the oncogenic activity of CTA-SPANXB1 and many other oncogenic promoters. At the same time, monitoring the expression pattern of SPANXB1 in cancer tissues and sEVs may serve as a useful biomarker for disease monitoring and surveillance. A single oncogenic factor alone or in combination with others such as ER, PR and HER2/Neu tremendously improved targeted therapy and surveillance of specific subtypes of BCa^44^.

In summary, the results from this study identified a novel metastasis promoting pathway associated with a CTA-SPANXB1 in TNBC (Fig. 6E). High SPANXB1 expression was detectable in TNBC progression and the circulating sEVs. The CTA-SPANXB1 may serve as novel therapeutic target and prognostic biomarker for TNBC (Fig. 6E).

## Methods

### Human tissues samples and ethical statement

Archived formalin fixed and paraffin embedded (FFPE) breast tissues and sera were collected at The University of Texas Health Science Center at Tyler under an IRB approved protocol (#959). Informed consent of the all the subjects were obtained. All patients were de-identified and only relevant clinical information such as age, grade, stage, diagnosis etc. was collected for statistical analyses. All methods were performed in accordance with the relevant guidelines and regulations. All the experimental protocols were approved by The UT Health Science Center at Tyler.

### Microarray analysis

We used GeneChip Human Genome U133A 2.0 Array (Affymetirx) for the microarray analyses as described earlier^45^. Total RNA was extracted from 1 × 10^7^ SUM-159 cells stably transfected with empty vector or SH3GL2^45^ (in triplicates). Cells were re-suspended in 300 μL of Trizol and total RNA was isolated using the MagMAX™-96 for Microarrays Total RNA Isolation Kit (InvitrogenTM Life Technologies, Carlsbad, CA). Microarray analysis was performed in triplicate^45^. Hybridization was done in Affymetrix hybridization oven followed by washing and scanning in Fluidic station 450 and Genechip Scanner respectively utilizing GCOS software. Data interpretation and analysis was done through GCOS manager software specifications. Increased or decreased expression of various genes demonstrated through the microarray analysis was presented in Table S1. 

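Besides the antigens, the largest increases in the SH3GL2-transfected cells included chemokine and interferon-stimulated genes. Among probe sets with 1 gene symbol and a higher mean above the 95th percentile of the reference probe sets, the largest decreases included PCOLCE, COL6A3, PTCH1 and WNT5A. Larger log2 fold changes at means below that percentile included NCAM1 (-1.98) and RUNX1T1 (-1.44). The chemokine gene CCL5 rose on both of its probe sets, from 6.03 ± 0.22 to 8.53 ± 0.18 (SD, n = 3 arrays per group) on the first, a log2 fold change of 2.49 (standard error 0.12, adjusted p = 9.71e-08 from limma), and by 2.03 on the other. CXCL10, IFIT1 and OASL, which interferon induces, had log2 fold changes of 1.76, 1.58 and 1.18, and CXCL8, encoding interleukin 8, had 1.42 and 1.19 on its 2 probe sets. Others among the 12 largest increases were ALDH5A1 (1.66 on 1 of 2 probe sets), S100A2 (1.39), KAZN (1.33 on 1 of 3 probe sets), NEO1 (1.28), IGFBP2 (1.21), CA2 (1.19) and FNBP1L (1.03). These 12 were taken at probe sets with 1 gene symbol, no overlap between the groups and a higher mean above the 95th percentile of the reference probe sets. With empty vector most had means below that percentile, from 5.22 for CXCL10 to 6.72 for KAZN. CXCL8, S100A2 and IGFBP2 lay above it. WNT5A, a signaling ligand, was lower on both of its probe sets, with log2 fold changes of -1.17 (adjusted p = 3.78e-06) and -1.02, the latter from 9.91 ± 0.07 to 8.89 ± 0.07 (SD, n = 3 arrays per group). PTCH1, the receptor of hedgehog ligands, had -1.19 on 1 of 3 probe sets, and THBS1, encoding thrombospondin 1, was lower on 4 of 5 probe sets with -1.05 on the most changed. HBE1, an embryonic hemoglobin gene (-1.30 on 1 of 2 probe sets), PCOLCE (-1.26), SCG5 (-1.12) and PCLO (-1.08, lower on 2 of 3 probe sets) also fell. The SH3GL2 mean of PCLO, 6.16, lay below the 95th percentile of the reference probe sets.

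Of 48 interferon-stimulated genes, 12 were higher and none was lower (21 higher adjusted over the list alone; 0 lower at an unadjusted p under 0.05 and 0 lower in the analysis of variance). Of 32 NF-kB targets and cytokines, 13 were higher and none was lower (16 higher adjusted over the list alone; 0 lower at an unadjusted p under 0.05 and 0 lower in the analysis of variance). Among the latter, CXCL2 had a log2 fold change of 1.00 (adjusted p = 4.85e-05) and IL1A, encoding interleukin 1 alpha, 0.93 on 1 of 2 probe sets (adjusted p = 0.00128). The camera calls upward for the interferon list (adjusted p = 1.27e-09) and the NF-kB list (adjusted p = 1.91e-10) were lost with an estimated correlation (adjusted p = 0.0865 with an estimated correlation and adjusted p = 0.388 with an estimated correlation). With signals floored at the reference median, CXCL10, OASL, CXCL8, IL1A, CA2 and PCLO lost their calls. The group means of all of these lay above the floor, the lowest being 5.22 for CXCL10 with empty vector. CXCL8 and IL1A lay above the 95th percentile of the reference probe sets in both groups. Why these calls were lost was not tested. With that floor 1 interferon-stimulated gene and 2 NF-kB genes were higher, and in the analysis of variance 0 and 1 were. The median log2 fold change of the 25 genes called in these lists was 0.54 with the floor and 0.56 without it. The NF-kB count was 8 without SH3GL2 replicate 3 and without an intensity trend, and 6 interferon-stimulated genes were higher among the brighter part of the probe sets. Of 64 cell cycle genes, 8 were lower, with CEP55 at -0.31, CDK1 at -0.27 (lower on 2 of 3 probe sets) and CCNB2 at -0.24, and 2 were higher, MCM2 at 0.56 and RFC4 (named after its value was seen) at 0.28 (17 lower and 7 higher adjusted over the list alone). Their camera call downward (adjusted p = 8.32e-05) was lost with an estimated correlation (adjusted p = 0.915 with an estimated correlation), and the count of 8 was 2 without empty vector replicate 2, 1 without empty vector replicate 3 and 1 without SH3GL2 replicate 3. The count of 2 was 1 without empty vector replicate 1 or SH3GL2 replicate 3 and with each array centred on its median, and 0 without empty vector replicate 2. No cell cycle gene passed without an intensity trend or in the analysis of variance, and with the floor 0 were higher and 1 lower.

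Over the whole array, 441 probe sets were higher and 485 lower, 4.17% of those tested, which are 335 genes higher, 342 lower and 1 called both ways. The number of probe sets higher was 279 without empty vector replicate 1, and that of probe sets lower was 315 without empty vector replicate 3. Both moved without empty vector replicate 2 (219 and 299), without SH3GL2 replicate 3 (184 and 296), with signals floored at the reference median (133 and 160) and in the analysis of variance (33 and 44). The median change of the 926 was 1.36-fold, and 26 were at least 2-fold higher and 35 at least 2-fold lower. The 3 arrays of each group did not overlap at 4315 probe sets (19.4%, where chance gives 10%), among them 923 of the 926. The largest increase on the array, a log2 fold change of 2.90, was at a probe set that carries no gene name in the annotation used, and the largest decrease at such a probe set was -1.51. Of the called probe sets, 152 had neither group mean above the 95th percentile of the reference probe sets. The genes listed in Table S1 were not analysed here.

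**Figure D2:**
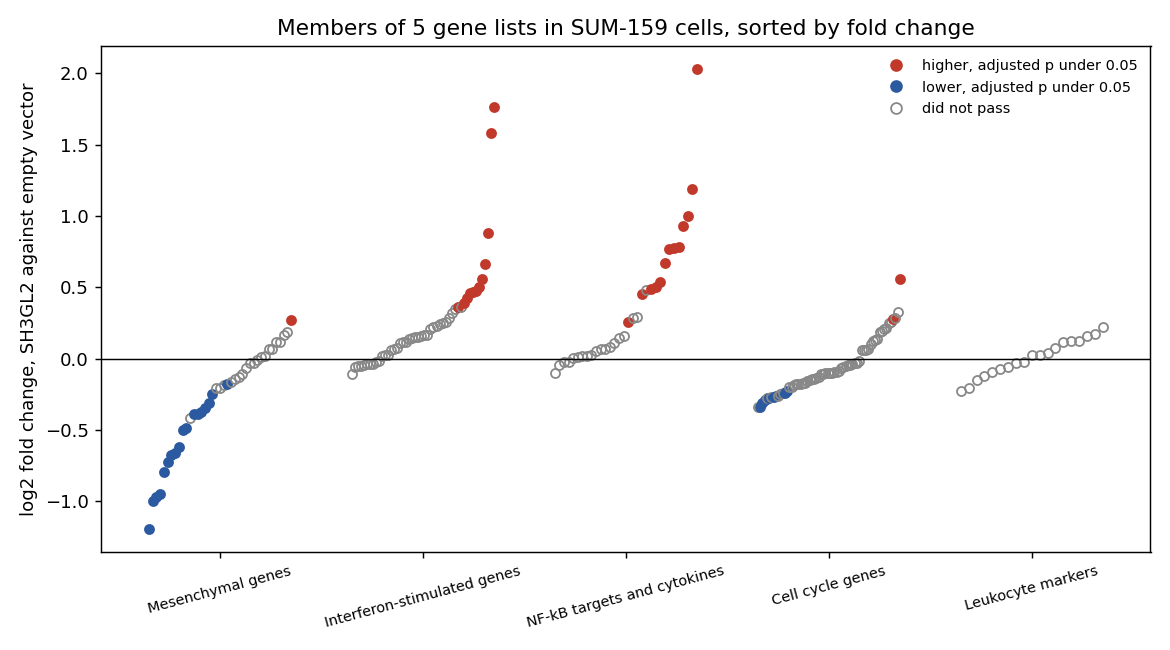
Log2 fold change of SH3GL2 against empty vector for each measured member of 5 gene lists, sorted within its list, with 1 point per gene and filled points at an adjusted p under 0.05. Filled points lie below 0 for 18 mesenchymal and 8 cell cycle genes and above 0 for 12 interferon-stimulated genes and 13 NF-kB genes. They also lie above 0 for 1 mesenchymal gene and 2 cell cycle genes.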

All data were submitted to Gene Expression Omnibus Data Base (GEO; #GSE110332).

### Cell lines and culture

Authenticated MDA-MB-231, MCF-7, SUM-149, SUM-159 cells were purchased from ATCC and other suitable vendors and cultured as directed. HMLE cell line was kindly provided by Dr. Guojun Wu, Wayne State University. All cell lines were periodically checked for Mycoplasma contamination using a Mycoplasma detection kit (Sigma # MP-0025)^27^. All tissue culture media and reagents were purchased either from ATCC or Invitrogen.

### Antibodies and reagents

SPANXB1 (#H00728695) and SH3GL2 (#H00006456) antibodies were purchased from Abnova. The CDH1 (#3195P), RAC-1 (#2465), FAK (#3285), Alpha-ACTININ (#6487), Snail (#3879), Slug (#9585), ZO-1 (#8193), Vinculin (#13901) and GFP (#2956) antibodies were purchased from Cell Signaling. F-actin antibody (#A12380) was obtained from Invitrogen. Anti-mouse **(**#115-035-003) and rabbit (#111-035-003) secondary antibodies were obtained from Jackson Immunoresearch. DAPI (#62248) and Phalloidin (#A12379) were purchased from ThemoFisher.

### 3D (three-dimensional) culture

Eight chambered glass slides (Nunc, Rochester, NY) were pre-coated with 3D Culture Matrix™ Basement Membrane Extract Reduced Growth Factor (Phenol Red-free) (Trevigen). Each well of the 8-chambered slide was seeded with 5000 cells per well in complete medium containing 2% 3D Matrix and the media was changed every 3 days. The slides were incubated in a standard tissue culture incubator

### Stable silencing of SPANXB1 in BCa cells

In the knockdown studies, MDA-MB-231 and SUM-149 cells were transduced with a GFP-tagged lentivirus SPANXB1-SiRNA pool (# iV023476, Abmgood). The same lentivirus construct harboring scrambled siRNA was used as a control (#LVP015-G, Abmgood). Stable clones were selected in the presence of puromycin (1ug/ml). Pooled stable clones was expanded and utilized for all subsequent analyses^27^. Naïve cells was used as another control as described earlier^27^.

### Overexpression of SPANXB1 in breast epithelial cells

MCF-7 and HMLE cells were transduced with a RFP-tagged lentivirus construct encoding SPANXB1 (#LVP792912, AbmGood). A RFP-tagged empty lentivirus construct with the same backbone (#LVP691) was used as a control. Stable clones were selected in the presence of puromycin (10ug/ml). Pooled stable clones were expanded and utilized for all subsequent analyses^27^. Naïve control cells were used to examine the influence of the empty vector on SPANXB1 expression^27^.

### SH3GL2 depletion and overexpression studies

In the knockdown experiment, SPANXB1 depleted TNBC cells were transduced with lentivirus SH3GL2-SiRNA pool (#iV022230, ABMGood). The same lentivirus construct harboring scrambled siRNA was used as a control (#LVP015, ABMgood). Pooled clones were selected in the presence of puromycin (1 μg/mL) and protein was isolated for downstream analysis. On the other hand, for SH3GL2 overexpression experiment, SPANXB1 overexpressing HMLE cells were transduced with lentivirus construct encoding wild type SH3GL2 (#LVP303171, ABMgood). An empty lentivirus construct with the same backbone (#LVP590) was used as a control. Pooled clones were selected in the presence of puromycin (100 ng/mL) and protein was isolated for downstream analysis.

### Cell migration, invasion and EMT assays

Cell migration assay (triplicate wells) was performed using the commercially available Oris™ Cell Migration assay kit and protocol (#CMART1.101, Platypus Technologies). The Image J software was used for measurement of the migrated areas^46^. Cell invasion (in triplicate wells) was assessed using the Cell Invasion Assay Kit (# 354481, Corning) as described^27^. The EMT assay was performed as described earlier^27^. Briefly, the transduced cells were stained with Fluorescein-Phalloidin and DAPI followed by washing with PBS and immediately observed under a confocal microscope^27^. In all cases, data were presented as mean ± SE of duplicate experiments.

### ROS and Bioinformatics analysis

Production of reactive oxygen species (ROS) by the transduced cells was determined by fluorescence microscopic analysis using commercially available DCFH-DA assay kit and protocol (#ab113851, Abcam)^47^. The transduced cells were stained with DCFH-DA (1µmol), washed with PBS and visualized immediately under a fluorescent microscope. At least 10 fields were randomly selected to count the ROS positive and negative cells^47^. The bioinformatics analysis was carried out using the FireDock server to predict interaction sites between SH3GL2 and SPANXB1 (http://bioinfo3d.cs.tau.ac.il/FireDock/).

### Western blotting and Co-Immunoprecipitation analysis

Preparation of whole cell lysates, Western blotting and co-immunoprecipitation were performed following protocols described earlier^27,47^. We utilized Phos-tag^TM^ gels (#195-17991, Wako Pure Chemicals) and manufacturer’s protocols to assess RAC-1 phosphorylation by Western blotting. In Western blotting, all experimental and appropriate control antibodies were run in parallel for the same immunoblot. The Image J software was used for Western blot quantification^46^.

### Immunohistochemistry and immunofluorescence analyses

Immunohistochemistry was performed using specific antibodies and conditions in paired TNBCs as described^27,48^. For comparison, all sections were processed in parallel. We used 1:50 dilution of primary antibodies and 1:250 for secondary antibodies in these analyses. At least 10-fields were randomly selected for examining the staining intensity and the distribution pattern of the proteins^27,48^. The immunofluorescence analysis was performed as described earlier^27^. The SPANXB1-KD TNBC cells were stained with Phalloidin and DAPI for EMT analysis^27^.

### Q-RT-PCR analysis

Total RNA was isolated using TriZol reagent. PCR was carried out in 10 µl reaction volume (in triplicate wells) using Bio-Rad iTaq Universal One-Step RT-qPCR kit and protocol (#1725150). SPANXB1 (#qHsaCEP0041842) and control GAPDH (#qHsaCEP0041396) primers were also obtained from Bio-Rad Inc. PCR was run in Bio-Rad’s CFX Connect system and data were analyzed using CFX manager software. GAPDH was used as control to normalized fold changes.

### Isolation of small extracellular vesicles and SPANXB1 detection

The sEVs were isolated from human sera or culture supernatant using commercially available kits and protocols with necessary modifications followed by protein isolation as described^15,27,36,49^. The transduced cells were cultured for 1 week in medium containing sEV depleted FBS (#EXO-FBS-50A-1, System Bioscience). After 1 week, the sEVs were isolated from these cell lines as described^27^. Western blotting was performed using 20 µg of total sEVs protein to detect SPANXB1 expression. Syntenin was used as an internal EV marker^50^.

### Cancer genome atlas data analysis

Data were collected from the National Cancer Institute’s Genomic Data Commons (https://portal.gdc.cancer.gov). All data were assembled from the TCGA’s Breast Cancer project (TCGA-BRCA), which includes 1098 total cases. Gene expression quantification was carried out from transcriptome profiling (RNAseq) and the results were harmonized to FPKM (Fragments PerKilobase Million) that have been upper-quartile normalized (HTSeq FPKM-UQ).

### Experimental metastasis studies with SH3GL2 overexpressing cells

The SUM-159 cells were stably transfected with wt-SH3GL2 plasmid in the presence of the FuGene 6 transfection regent as described earlier^45,48^. An empty vector with the same backbone was used as control. Stable clones were cultured in presence of 300 μg/ml of G418^27^. The SUM-159 cells stably overexpressing SH3GL2 were stably transfected with the luciferase (Luc) expressing plasmid pGL4.50 (Promega, Madison, WI) to facilitate the imaging of the xenografts. The empty vector transfected SUM-159 cells were also stably transfected with the luciferase expression plasmid in parallel for comparative imaging analysis. Luc-transfected control and SH3GL2 overexpressing SUM-159 cells (1 × 10^6^) were injected through the tail vein of female athymic nude mice (5 per group). The mice were monitored and Luc expression was assessed by bioluminescent imaging at week 5. All experiments were performed in accordance with the Animal Care and Use Committee guidelines.

### Orthotopic modeling of spontaneous metastasis with SPANXB1 depleted TNBC cells

For tumor growth and spontaneous metastasis analysis, 1 × 10^5^ control SiRNA and SPANXB1-SiRNA treated MDA-MB-231 cells in 1:1 mixture of PBS and matrigel were injected in the mammary fat pad of 4–6 week old, female NSG mice (Charles River)^27^. All experiments were performed in accordance with the Animal Care and Use Committee guidelines. Each group consisted of 5 mice. Mice were examined every day and mice showing any sign of morbidity were immediately sacrificed according to the University guidelines. All experiments were terminated at week 5 due to the tumor burden associated effects. After 5 weeks, mice were sacrificed and tumor weights were taken. Lungs and livers were removed for the analysis of metastasis. Focal tumor nodules were counted in the lung and liver of all the mice from various groups. Tumors were immediately snap frozen and also processed as formalin fixed paraffin embedded tissues (FFPE) for histological, Western blotting and IHC analyses respectively. All histopathological and IHC staining evaluations of the *in vivo* tumors were done per pathologic guidance^13,14^. Data presented as mean ± SE of duplicate experiments.

### Orthotopic animal modeling of metastasis with SPANXB1 overexpressing breast epithelial cells

For tumor growth, 1 × 10^5^ SPANXB1 and empty vector transduced MCF-7cells in 1:1 mixture of PBS and matrigel were injected in the mammary fat pad of 4–6 week old, female NSG mice (Charles River)^27^. All experiments were performed in accordance with the Animal Care and Use Committee guidelines. Each group consisted of 5 mice. Mice were examined every day and mice showing any sign of morbidity were immediately sacrificed according to the University guidelines. All experiments were terminated at week 5 due to the tumor burden associated effects. After 5 weeks, mice were sacrificed and tumor weights were taken. Lungs and livers were removed for the analysis of metastasis. Focal tumor nodules were counted in the lung and liver of all the mice from various groups. Tumors were immediately snap frozen and also processed as formalin fixed paraffin embedded tissues (FFPE) for histological, Western blotting and IHC analyses respectively. All histopathological evaluations of the *in vivo* tumors were done per pathologic guidance^27^. Data presented as mean ± SE of duplicate experiments.

### Statistical analysis

We employed Wilcoxin-Mann-Whitney, Anova, Chi-square or Fisher’s exact tests as appropriate for the statistical analysis. All p-values were two-sided and all confidence intervals were at the 95% level. Computation for all the analyses was performed using the Statistical Analysis System (SAS).

## Supplementary information

Supplemenraty data

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Information files. The microarray data files can be accessed via Gene Expression Omnibus database.

How the deposited data were processed for this re-analysis (not part of the article)

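Gene expression was measured on 6 Affymetrix U133A 2.0 arrays, 3 from SUM-159 cells stably transfected with empty vector and 3 from cells transfected with SH3GL2. The authors scanned the arrays with GCOS software, the submitters' notes name MAS5 without a version, and the values they deposited are on a log2 scale. That scale was checked against the fold of SPANXB1 in Fig. 1E. Whether the values are MAS5 signals, and whether and how the arrays, whose medians are nearly equal, were scaled to each other, stays open. All samples were mapped from their labels, and the labels of both groups were taken as given.

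The values were used as deposited, with no offset, filter or further scaling. Of 22277 probe sets, 62 Affymetrix controls were left out. The probe annotation gave 1 gene symbol to 19064 of the rest, several to 1043 and none to 2108, and 11963 genes had a probe set of their own. Symbols were compared with RefSeq names of the GRCh38.p14 assembly, and 0 needed an update. Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit, eBayes with an intensity trend, two-sided), with Benjamini-Hochberg adjustment over 22215 probe sets and a threshold of 0.05 on the adjusted p. The paper's statistics section names tests for the study as a whole, and the paper's text names none for the arrays. Errors beside a mean are SD over 3 arrays, and standard errors are those of the log2 fold change in limma. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. With 3 arrays per group the smallest p of an exact permutation test is 0.1, and signal over background, not sequencing depth, limits what can be seen: 51.3% of probe sets had a mean over all 6 arrays above the 95th percentile of the reference probe sets.

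Gene lists, the reference set of 55 genes of other organs (80 probe sets), the comparison between the groups and the rule for named genes were fixed before the data were examined, although the values of Fig. 1E had been seen. Some tests of explanations were chosen after a result was seen, as stated beside them. The rule names the genes the study names for these arrays and those of the proteins it measures. It also names the 12 genes with the largest change in each direction and up to 4 members of each list. The 12 were taken among probe sets with 1 symbol, an adjusted p under 0.05, no overlap between the groups and a higher mean above the 95th percentile of the reference probe sets, and list members were taken by the smallest adjusted p under 0.05. In all 34 lists were tested with camera at a preset correlation of 0.01, with 1 probe set per gene, that with the highest mean, and adjustment over the lists. With the correlation estimated from the residuals, the list of the genes of Fig. 1E, which the study chose on these arrays, held its call (adjusted p = 0.0494) and the other lists lost theirs.

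The alternatives were quantile normalization, centring each array on its median, adding 16 before the logarithm, flooring at the reference median, keeping the brighter part of the probe sets, eBayes without a trend and with a robust prior, a one-way analysis of variance of each probe set, a replicate block and leaving out each array in turn. Others were an adjusted p under 0.01 or a change of at least 2-fold, the mean of all probe sets of a gene, an estimated correlation in camera and a ratio of arithmetic means for SPANXB1. The fits were tested on simulated data with 200 changed probe sets among 22215. limma with the trend recovered 34% of changes of 1.2-fold, 96% of 1.5-fold and 100% of 2-fold with 12 false calls, and the analysis of variance recovered 36% of 2-fold changes with 3 false calls. Replicate numbers were not taken as pairs in the main fit. Residual correlations between arrays of the same number were -0.01, 0.13 and 0.15. Those between arrays of different numbers ran from -0.16 to 0.02. The values for replicates 2 and 3 exceeded the threshold of 0.1 set for pairing, and 4 of the 6 arrays correlated best with their own number. A shared batch by replicate number is therefore not excluded, and the replicate block was run as an alternative. Table S1 and the other experiments of the paper were not analysed here.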

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

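Of the tests on the antigen families, those of a shared direction and of a subpopulation were chosen after the result was seen, and the fold changes of GAGE were known when the others were set.

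The paper does not discuss the GAGE antigens, whose 4 shared probe sets were higher in the SH3GL2 cells by log2 fold changes of 1.77 to 2.29 while 3 of 3 SPANX and 4 of 19 MAGE probe sets were lower. The lowest of the 4 stayed at 1.76 under scaling between the arrays by quantiles or medians and at 1.73 when any single array was left out, which argues against either as the whole cause. One change in the same direction at all cancer testis antigen genes would forbid large changes both ways. Of the 120 antigen probe sets, 4 were at least 2-fold higher beside 5 at least 2-fold lower. The 4 are all of overlapping GAGE genes and so not independent. The 5 are SPANX and MAGE probe sets, so these counts restate the pattern and are no separate test of it. A different subpopulation of SUM-159 cells may instead have grown out during selection. That and an effect of SH3GL2 both predict triplicates at a common level, so these explanations cannot be told apart. The largest SD within a group was 0.21 over the SPANX and the 4 higher GAGE probe sets. For the lower MAGEC2 probe set it was 0.23, with empty vector.

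The paper also does not discuss the 12 interferon-stimulated genes and 13 NF-kB targets and cytokines that were higher, with a median log2 fold change of 0.56 over these 25, against 0.16 over all 48 interferon-stimulated genes measured and 0.21 over all 32 NF-kB targets and cytokines. RNA from leukocytes, which make many of these transcripts, is argued against by leukocyte markers: 0 of 19 were higher in limma (0 at an unadjusted p under 0.05, 0 in the analysis of variance), 18 lay at or below the 95th percentile of the reference probe sets, and abundant PTPRC and LYZ had log2 signals of 4.17 and 3.35 with SH3GL2. LAPTM5 was the marker above that level, with 10.45 and 10.52 in the 2 groups. The median over these 25 was at its lowest 0.55 under scaling between the arrays and 0.49 when a single array was left out. The 25 were picked by their calls in the fit to all arrays, so this median cannot test either cause for the whole lists. With each whole list called anew without a single array, 8 to 11 interferon-stimulated genes were higher and 0 lower. For NF-kB targets and cytokines 8 to 15 were higher and 0 lower. Under quantile normalization 11 and 13 were higher, and with median centring 10 and 13. An effect of SH3GL2 and a difference between the transfected populations stay open as hypotheses, and neither was tested.

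Of the 10 splits of the 6 arrays into 3 and 3, 1, the real one, called 926 probe sets in limma, and the highest count of the other splits was 0 (395 to 1364 at an unadjusted p under 0.05, at most 1 in the analysis of variance). With 10 splits no share under 0.05 is possible.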

How the results depend on the processing

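All alternatives were planned, and none was added later. The SPANXB1 log2 fold change kept its call in all alternatives with a test, from -3.70 to -3.50 with adjusted p of 1.11e-12 to 0.0140, and the probe sets matched to Fig. 1E stayed lower in all settings that measured them. The counts of probe sets higher and of probe sets lower moved more. At least 2-fold left 26 and 35, and an adjusted p under 0.01 left 191 and 256. The floor at the reference median gave 133 and 160, and 3 gene lists lower. Some genes that lost their call with this floor, such as CXCL8, had both means above it. Such a loss need not mean a signal near the reference. Without an intensity trend there were 270 probe sets higher and 3 gene lists higher. The analysis of variance gave 33 and 44. With the mean of all probe sets of a gene 3 gene lists were higher, and with an estimated correlation 0 were higher and 1 lower. With a replicate block there were 506 probe sets higher and 573 probe sets lower, 894 of them among the 926, a SPANXB1 log2 fold change of -3.60, 5 gene lists higher and 6 lower, and an adjusted p of 0.354 for the cancer testis antigen list. Quantile normalization shared 915 and median centring 812 of the 926.

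Leaving out 1 array gave 184 to 376 probe sets higher, 296 to 437 probe sets lower, 3 to 6 gene lists higher and 5 gene lists lower. There were 279 higher without empty vector replicate 1, 219 higher and 299 lower without empty vector replicate 2 (with 3 gene lists higher), 315 lower without empty vector replicate 3, and 184 higher and 296 lower without SH3GL2 replicate 3. The SPANXB1 log2 fold change ran from -3.70 to -3.50, the SH3GL2 log2 fold change, never called, from -0.0033 (without SH3GL2 replicate 2) to 0.087, and the adjusted p of the cancer testis antigen list from 0.0730 to 0.776. The unfolded protein response list had adjusted p from 3.88e-05 to 0.909, the latter without SH3GL2 replicate 2, where its direction turned upward. Of 1348 comparisons for the 91 probe sets of named genes past the threshold, 1098 kept their call, 250 lost it and 0 turned to the other direction; in those for probe sets not past it, 1 gained a call. Of 180 for 12 lists, 138 stayed on their side of the threshold, 36 lost a call, 5 gained one and 1 changed direction. A robust prior and the analysis of variance give no camera value. For the results that moved or turned, the cause was not tested. Signal over background limits genes near the reference level.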

Differences from the paper's values

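No test here was chosen after a result was seen. As deposited, the values gave folds that match those printed in Fig. 1E. The fold of MAGEA11, 3.44 here and 3.4 in the paper, moved most under 2 of the alternatives set before the data were examined. It was 2.24 with 16 added before the logarithm and 2.03 with signals floored at the reference median. Under the others that measured MAGEA11 its fold ran from 3.27 to 3.63. For SH3GL2, the paper shows higher protein in the transfected cells than in the vector control (Fig. 1A), and on the arrays its probe set had a log2 fold change of 0.03 (adjusted p = 0.909 from limma), at the level of probe sets without a transcript.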

Other observations

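Both tests on SH3GL2 were chosen after the result was seen.

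Antioxidant and reactive oxygen genes were measured because the paper reports on reactive oxygen species in cells depleted of SPANXB1, which are other cells than these. Of 44, 5 were higher and none was lower in limma (2 lower at an unadjusted p under 0.05, 0 in the analysis of variance; 5 higher adjusted over the list alone). They were the aldo-keto reductase genes AKR1C1 (log2 fold change 0.90, higher on 2 of 3 probe sets), AKR1C2 (0.94) and AKR1C3 (0.80), CYBA (0.57), a subunit of NADPH oxidase, and GSTP1 (0.32), a glutathione transferase that is named after its value was seen. The camera call upward (adjusted p = 0.0384) was lost with an estimated correlation (adjusted p = 0.915 with an estimated correlation), without empty vector replicate 2 (adjusted p = 0.102) and without SH3GL2 replicate 2 (adjusted p = 0.0825). With the floor at the reference median 3 were higher, and in the analysis of variance 0 were.

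The paper measures proteins of adhesion and migration in cells depleted of SPANXB1. In the SH3GL2 cells here, 2 of 12 of their genes and controls were lower, SNAI2 (-0.37, adjusted p = 0.00555) and SDCBP (-0.23, adjusted p = 0.0153), and none was higher in limma (0 at an unadjusted p under 0.05, 0 in the analysis of variance; 3 lower adjusted over the list alone). SDCBP lost its call without empty vector replicate 2 (adjusted p = 0.0891), empty vector replicate 3 (0.0642) or SH3GL2 replicate 3 (0.0598). RAC1 had log2 fold changes of 0.02 and 0.04 on its 2 probe sets, PTK2 -0.02 and 0.04, VCL 0.02 and 0.01, ACTN1 -0.15, -0.08 and -0.13, ACTN4 -0.17, CDH1 0.10 and -0.02, TJP1 -0.20 and -0.21 and SNAI1 0.17, none past the threshold. CDH1 lay below the reference median on both probe sets, and SNAI1 and 1 of the VCL probe sets lay below the 95th percentile of the reference, so they gave no signal above the reference that a change could be read from. With the floor neither SNAI2 nor SDCBP passed, and without an intensity trend SDCBP did not. The means of SNAI2 (10.51 and 10.14) and SDCBP (12.15 and 11.91) lay above the floor. Over the alternatives the log2 fold change ran from -0.415 to -0.328 for SNAI2 and from -0.257 to -0.207 for SDCBP. The camera call downward for this list (adjusted p = 0.0384) was lost with an estimated correlation (adjusted p = 0.388 with an estimated correlation) and without empty vector replicate 2, empty vector replicate 3, SH3GL2 replicate 1 or SH3GL2 replicate 3 (adjusted p = 0.0541 to 0.0930).

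Camera also called genes of oxidative phosphorylation (2 of 45 higher, adjusted p = 0.00221) and MAPK targets (4 of 32 higher, 1 lower, 0.0384) upward and of the unfolded protein response (1 of 39 lower, 0.0392) downward, each lost at an adjusted p of 0.915 with an estimated correlation. The first was also lost without SH3GL2 replicate 2 (adjusted p = 0.161) and the second without any array but empty vector replicate 3 and SH3GL2 replicate 2 (adjusted p = 0.0757 to 0.345). The third was lost without empty vector replicate 1 (adjusted p = 0.354) and empty vector replicate 3 (adjusted p = 0.510), and without SH3GL2 replicate 2 its direction turned upward (adjusted p = 0.909). Not called as sets were genes of glycolysis and hypoxia (3 of 38 higher, 1 lower, adjusted p = 0.0522, and under 0.05 in 5 of 15 alternatives), TGF-beta targets (4 of 29 higher, 4 lower), basal and myoepithelial markers (2 of 16 higher, 3 lower) and endocytosis (2 of 50 higher, 2 lower), the process in which SH3GL2 acts. Nor were genes of extracellular vesicles (1 of 32 higher, 1 lower), chromatin and methylation (1 of 36 higher, 1 lower), ribosomes (1 of 51 higher, 1 lower), fibroblasts (1 of 16 higher, 2 lower), p53 targets (2 of 21 higher), cholesterol synthesis (1 of 23 higher) and autosomal cancer testis antigens (1 of 46 higher). The same held for epithelial (1 of 33 higher, DSP at 0.73), endothelial (1 of 12 higher), neural (2 of 19 lower) and heat shock genes (2 of 17 lower). On the probe set with the highest mean of each gene, members of the luminal (18), histone (12) and metallothionein (8) lists did not pass limma, with 3, 1 and 1 at an unadjusted p under 0.05 and 0 in the analysis of variance, and 1 luminal gene was higher on another of its probe sets. A luminal gene was higher without SH3GL2 replicate 1 and a metallothionein gene lower without SH3GL2 replicate 2, and with a replicate block 1 gene was higher in each of these 2 lists and 1 luminal gene was lower.

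Many of these small counts moved when a single array was left out. The only higher gene was lost for autosomal cancer testis antigens without each array but empty vector replicate 3, for endothelial genes without each but SH3GL2 replicate 2, for fibroblasts (DCN) without each of the 6 arrays, for chromatin without empty vector replicate 1, and for ribosomes without empty vector replicate 2 or SH3GL2 replicate 3. DHCR7, the higher gene of cholesterol synthesis, lost its call without each of the 6 arrays, although 1 other gene of that list was higher and 2 lower without empty vector replicate 1, and 1 was lower without SH3GL2 replicate 2. The only lower gene was lost for ribosomes without each of the 6 arrays, for extracellular vesicles without empty vector replicate 2, empty vector replicate 3 or SH3GL2 replicate 3, and for the unfolded protein response without empty vector replicate 2 or 3. The 2 lower neural genes were 1 without each array, and the 2 lower heat shock genes were 1 without each empty vector array and 0 without SH3GL2 replicate 3. The higher genes of oxidative phosphorylation were 1 without each empty vector array or SH3GL2 replicate 3 and 4 without SH3GL2 replicate 1, and those of MAPK targets were 2 without empty vector replicate 1, empty vector replicate 3 or SH3GL2 replicate 3. Those of glycolysis and hypoxia were 0 without empty vector replicate 2 and 1 without SH3GL2 replicate 3, and the lower TGF-beta targets were 2 without empty vector replicate 2 or SH3GL2 replicate 1. The higher genes of endocytosis were 1 without empty vector replicate 2 and the lower ones 1 without empty vector replicate 1 or 3, and 1 p53 target was higher without SH3GL2 replicate 3 and 1 lower without empty vector replicate 1. There were 2 higher genes of extracellular vesicles without SH3GL2 replicate 2, 2 epithelial ones without SH3GL2 replicate 1 and 1 fibroblast gene other than DCN without SH3GL2 replicate 2. With the floor each of these lists had at most 1 gene higher and 1 lower, and in the analysis of variance 1 higher for oxidative phosphorylation and for basal and myoepithelial markers and 0 for the others.

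The SH3GL2 probe set was not higher in the SH3GL2 group. Its mean there, 3.26, is the signal of the probe set at the level of silent genes, consistent with an insert that may lack the part of the transcript it targets, which was not tested. Labels of the groups exchanged would also leave it there, and the log2 fold change of 0.033 is smaller than its standard error of 0.09, so the labels cannot be told apart from exchanged ones by this gene. SPANXB1 was lower in the arrays labelled SH3GL2, the direction the paper reports for its protein in other TNBC cells with SH3GL2 (Fig. 1F), which speaks for the labels as given but was not measured on these samples. No biological explanation for the signal of the SH3GL2 probe set was tested.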
